A study of Mus musculus with 9 samples.

How the data were processed

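RNA was sequenced from primary mouse hepatocytes kept in culture, in 9 libraries. Per the labels, the cells were left 4 h to attach, were then given fresh medium for 24 h, and were lysed in Trizol. There were 3 libraries each from cells labelled DMSO (the solvent control), Bobcat339 (an inhibitor of the TET dioxygenases, which oxidise methylated cytosine in DNA) and 4-octyl itaconate (4OI, a cell-permeable ester of itaconate, a metabolite known to act on the KEAP1 and NRF2 oxidative stress pathway). Dose and time of treatment are not given in the sources used here. The protocol also mentions Remodelin hydrobromide, an inhibitor of the acetyltransferase NAT10, as given or not, and no label says to which libraries. The titles of the 3 4OI libraries all carry the same hepatocyte number, while those of the 3 DMSO libraries carry different ones. Whether the 4OI libraries came from a single cell preparation is not stated. The labels do not say that replicates came from separate animals or cultures, so the p-values measure only the spread between these samples.

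The authors deposited 1 table of 56691 genes with a column for each library. The processing notes name CASAVA 1.8, HISAT2 2.0.5 and featureCounts 1.5.0-p3, without settings, genome build or annotation. The deposited values were read to be expected counts, that is, estimated counts per gene in whole numbers with no scaling between libraries. Between 43.7% and 45.6% of the values from 4 to 40 in each library were multiples of 4, against 27.0% if they were spread evenly, which a direct count of read pairs would not give. About 4 deposited counts were therefore taken as worth 1 read pair. Symbols were attached by Ensembl gene identifier for 52073 genes (91.9%), and the genes with no symbol held from 0.217% to 0.490% of the counts of a library. Coordinates were not used here.

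Library totals ran from 67434312 to 83902788 deposited counts, each to be divided by 4 for an approximate number of read pairs. With the floor set at 3 read pairs, or 12 deposited counts, in each library, a gene with no counts in a group is given as at least so many times lower. Such limits cover counting error only. No fold change is given where a group held between 1 and 3 read pairs per library at most.

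Genes were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr by group, 1 quasi-likelihood fit over the 9 libraries with a mean for each group, two-sided tests). The filter left 18379 genes, and the biological coefficient of variation was 0.240. P-values were adjusted by the method of Benjamini and Hochberg within each comparison, and a gene was called at an adjusted p under 0.05. Levels are in CPM, that is, counts scaled to a common library size after TMM scaling, as mean ± SD over 3 libraries, and log2 fold changes come with the standard error (SE) of the fit.

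Before the data were examined, 26 gene lists with 456 entries were fixed from general knowledge of liver biology, of TET enzymes and of itaconate. They cover enzymes of DNA methylation, stress and signalling responses, liver metabolism, hepatocyte identity, and markers of the other cell types of the liver. Each was tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, with the adjustment over the lists of a comparison. Camera with an estimated correlation and fry were run as alternatives. Members were also counted by the test over all genes and by p-values adjusted over the list alone. A further 9 lists, a set of 10 Kupffer cell markers and a set of 30 colon markers were chosen after the data were seen.

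The genes named were chosen by a fixed rule. For each treatment against DMSO it takes the 8 called protein-coding genes with the largest rise and the 8 with the largest fall. These need a mean of at least 1 CPM over the 9 libraries and no overlap between the libraries of the groups. The rule leaves out clone names. It adds up to 3 called members of each list with the smallest adjusted p, or, where none was called, up to 2 with the highest CPM. It always takes Tet1, Tet2, Tet3, Nat10, Keap1, Nfe2l2, Alb, Hnf4a, Mki67, Sox9, Stat3 and Il6. For 4OI against Bobcat339 the rule takes 5 genes in each direction. Genes named outside this rule are marked as chosen after their values were seen. A few genes the rule takes are not reported here.

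The alternatives were DESeq2 1.42.0, edgeR with RLE scaling or with library size only, no filter, a filter at 1 CPM in 3 libraries, only the 6 libraries compared, the replicate number as a block, a 2-fold minimum, and each library left out in turn. Values divided by 4 and rounded were added after the data were seen. Totals and shares of counts were compared by exact permutation in Python 3.11.15 with SciPy 1.17.1, where 3 libraries against 3 cannot give a two-sided p under 0.1. Figures were drawn with matplotlib 3.10.9. The method was tested on simulated data with 50 genes changed at each of 4 sizes. For Bobcat339 against DMSO it recovered 28% of genes changed 1.5-fold, 64% at 2-fold, 88% at 4-fold and 98% at 8-fold, and called 7 unchanged genes. For 4OI against DMSO it recovered 24%, 76%, 92% and 98%, and called 3 unchanged genes. Camera called 0 of 25 unchanged lists in either comparison, fry called 0 and 1, and DESeq2 recovered 83.0% and 82.5% of the changed genes with 47 and 55 unchanged genes called. The simulated genes were drawn independently of each other. The simulation therefore does not test camera or fry on lists whose genes are correlated.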

Results

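Gene expression was measured by RNA sequencing in cultured mouse hepatocytes given DMSO, Bobcat339 or 4OI, with 3 libraries in each group. Total counts were 67434312 to 68247951 in DMSO libraries, 81046789 to 81685369 in Bobcat339 libraries and 70876333 to 83902788 in 4OI libraries. Both treated groups had totals above the DMSO group (exact permutation, two-sided p = 0.1 for each, the smallest that 3 against 3 allows), and the treated groups overlapped (p = 0.4). The 9 libraries fell into their 3 groups on the first components of expression, of which the first held 85.9% of the variance and the second 6.33%. RNA from mitochondrial genes made up 4.83 ± 0.656% (mean ± SD, n = 3) of counts with DMSO, 2.71 ± 0.385% with Bobcat339 and 8.58 ± 0.342% with 4OI. The albumin gene Alb alone held 2.43 ± 0.0112%, 2.17 ± 0.180% and 0.147 ± 0.00720% of counts in the same order (exact permutation p = 0.1 for each pair of groups in both measures).

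**Figure D1:**
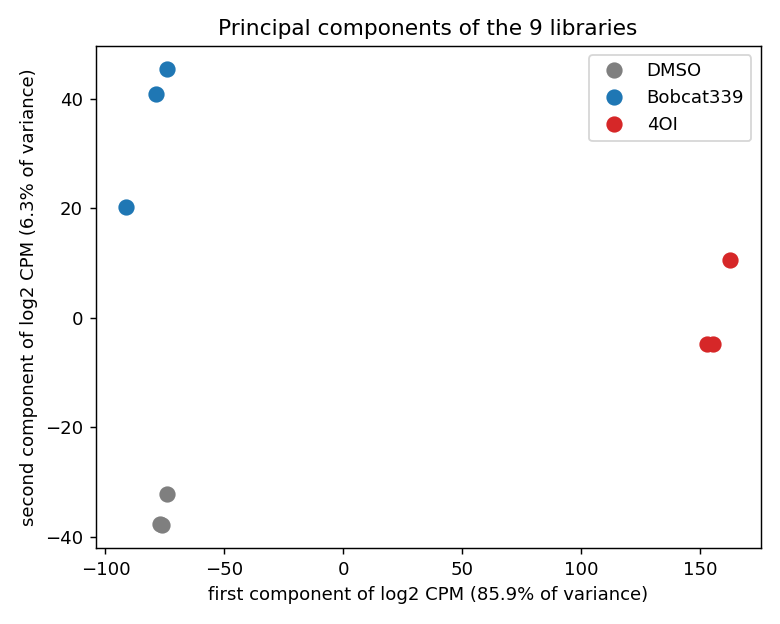
Libraries placed on the first 2 principal components of expression (axes in log2 CPM, with the percent of variance each component holds), coloured by group. The first component, with 85.9% of the variance, separates the 3 4OI libraries from the other 6.

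The comparison of Bobcat339 with DMSO asks what a TET inhibitor changes in hepatocytes. The metallothioneins Mt1 and Mt2, which bind zinc and other metals, rose 8.87-fold and 11.3-fold. Mt1 went from 131 ± 16.1 to 1158 ± 89.3 CPM and Mt2 from 70.6 ± 2.89 to 797 ± 71.4 CPM (n = 3 each). The inducible heat shock genes Hspa1a and Hspa1b rose 15.5-fold and 8.66-fold, and Insig1, a sterol-regulated brake on cholesterol synthesis, rose 3.51-fold from 67.8 ± 1.40 to 238 ± 6.11 CPM. Macrophage genes fell together, with the complement gene C1qa 10.0-fold lower, from 27.5 ± 3.04 to 2.75 ± 0.483 CPM. Alb had a log2 fold change of -0.13 (SE 0.07, adjusted p = 0.241, and 0.0347 with DESeq2).

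Of 18379 genes tested by edgeR, 2136 were higher and 1666 lower with Bobcat339, or 20.7% in all, and 303 and 549 of them by at least 2-fold. The balance of directions moved with the scaling, from 56.2% of called genes higher to 46.1% with RLE scaling (1708 higher, 2000 lower), 45.1% with DESeq2 (2147 and 2616) and 50.1% with library size only (1883 and 1877). Without DMSO replicate 1 the counts were 1380 higher and 1046 lower, without Bobcat339 replicate 2 they were 1421 and 1064, and without DMSO replicate 2 the lower count was 1102.

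Metal-handling genes rose as a group. Of 8 members tested 5 rose and 0 fell (5 and 1 adjusted over the list alone), with a median log2 fold change of 0.50 (camera adjusted p = 3.3e-22). Beside Mt1 and Mt2, the zinc exporter Slc30a1 rose 5.18-fold from 45.4 ± 3.05 to 235 ± 16.8 CPM (log2 2.37, SE 0.08, adjusted p = 1.8e-07). In the heat shock list only Hspa1a and Hspa1b rose, the small heat shock gene Hspb1 fell, and 9 of 12 members did not pass (2 higher and 1 lower adjusted over the list alone, camera adjusted p = 4.8e-07). The log2 fold change of Hspb1, -0.41, no longer passed with no filter (adjusted p = 0.0617), with the 6 libraries alone (0.0604), without DMSO replicate 1 (0.121) or 2 (0.117), or without Bobcat339 replicate 2 (0.101) or 3 (0.103).

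Genes of cholesterol synthesis rose as a group. Of 22 members 16 rose and 0 fell (17 and 1 adjusted over the list alone), with a median log2 fold change of 0.65 (camera adjusted p = 2.0e-18). Sqle, the epoxidase of the sterol pathway, rose 1.95-fold. Fatty acid synthesis genes went both ways, 2 higher and 2 lower of 14 (3 and 2 adjusted over the list alone, camera adjusted p = 0.497), with the synthase Fasn at a log2 fold change of 0.81 (adjusted p = 5.2e-04) and its transcriptional activator Mlxipl at -0.79 (adjusted p = 0.00742). Among PPAR alpha and fatty acid oxidation genes 7 rose and 2 fell of 21 (7 and 2 adjusted over the list alone, camera adjusted p = 0.00647), with adjusted p = 0.161 with an estimated correlation. Pdk4, which switches pyruvate away from oxidation, rose 4.91-fold and the lipase inhibitor Angptl4 2.33-fold.

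Stress and signalling genes rose in several lists. Of 16 immediate early genes 12 rose and 1 fell (12 and 1 adjusted over the list alone), with a median log2 fold change of 0.77 (camera adjusted p = 6.9e-19), and Atf3, Egr1 and Jun rose 4.12-fold, 2.80-fold and 2.24-fold. Arc, another activity-induced gene, rose from 0.268 ± 0.202 to 13.4 ± 0.774 CPM (log2 5.63, SE 0.47, adjusted p = 2.7e-05). Of 17 NF-kB and cytokine genes 10 rose and 1 fell (12 and 1 adjusted over the list alone, median 0.79, camera adjusted p = 1.3e-10), among them the chemokine Cxcl2 (2.95-fold) and the regulators Nfkbiz (3.13-fold) and Tnfaip3 (1.77-fold). Of 15 genes of the ER unfolded protein response 9 rose and 0 fell (9 and 0 adjusted over the list alone, median 0.39, camera adjusted p = 1.0e-07), led by Herpud1 (3.02-fold), Dnajb9 (2.54-fold) and the chaperone Hspa5 (1.87-fold). Of 23 ATF4 and amino acid stress genes 11 rose and 2 fell (13 and 2 adjusted over the list alone, median 0.41, camera adjusted p = 2.1e-09), with adjusted p = 0.0905 with an estimated correlation. Chac1, which breaks down glutathione, rose 3.58-fold. Of 18 p53 targets 7 rose and 1 fell (7 and 1 adjusted over the list alone, median 0.23, camera adjusted p = 0.00725), with adjusted p = 0.0562 with an estimated correlation, and the cell cycle inhibitor Cdkn1a rose 1.54-fold.

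The TET and DNA methylation list, which holds the enzymes the compound is directed at, had 3 members higher and 1 lower of 9 (4 and 1 adjusted over the list alone). Tet3 rose from 65.6 ± 1.81 to 137 ± 9.16 CPM (2.09-fold, adjusted p = 7.6e-06), the de novo methyltransferase Dnmt3a rose 1.66-fold and the DNA glycosylase Tdg 1.31-fold. Tet2 stood at 8.32 ± 0.955 and 12.2 ± 3.45 CPM with an adjusted p of 0.0719, which became 0.0459 with a replicate block and 0.0346 without Bobcat339 replicate 1, and Tet1 was under the count filter. The camera call of the list (median 0.30, adjusted p = 0.0291) was lost with adjusted p = 0.0942 with an estimated correlation, 0.0642 with the stricter filter, 0.0652 with the 6 libraries alone, 0.0794 with a replicate block and 0.0634 with values divided by 4. Nat10 had a log2 fold change of 0.29 (adjusted p = 0.0217), which did not pass with RLE scaling (0.0817), with the 6 libraries alone (0.0615), or without DMSO replicate 1 (0.0736), Bobcat339 replicate 1 (0.0582) or Bobcat339 replicate 2 (0.0639).

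NRF2 targets moved in both directions, 6 higher and 8 lower of 32 (7 and 12 adjusted over the list alone, camera adjusted p = 0.467). The heme-degrading enzyme Hmox1 rose 1.96-fold, from 245 ± 17.1 to 480 ± 19.8 CPM, and Srxn1, which repairs oxidised peroxiredoxins, 1.43-fold. Nfe2l2, the gene of NRF2, had a log2 fold change of 0.08 (adjusted p = 0.494) and its inhibitor Keap1 one of -0.19 (adjusted p = 0.239, and 0.0442 without Bobcat339 replicate 1).

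Hypoxia, interferon and cell cycle genes were lower. Of 21 glycolysis and hypoxia genes 13 fell and 1 rose (14 and 1 adjusted over the list alone, median -0.39, camera adjusted p = 3.5e-08), with the oxygen sensor Egln3, the hormone gene Adm and the glycolytic Pfkp 2.43-fold, 2.13-fold and 1.99-fold lower. Of 29 cell cycle genes 9 fell and 0 rose (9 and 0 adjusted over the list alone, median -0.47, camera adjusted p = 0.00626), among them cyclin D1 (Ccnd1, 1.93-fold lower) and the replication helicase genes Mcm5 and Mcm6. Mki67, the usual marker of dividing cells, was at 3.05 ± 0.333 and 2.11 ± 0.752 CPM (adjusted p = 0.254). Of 31 interferon response genes 11 fell and 3 rose (11 and 3 adjusted over the list alone, median -0.35, camera adjusted p = 0.0136), with adjusted p = 0.0562 with an estimated correlation. The RNA sensor regulator Dhx58 and Oasl2 fell 2.12-fold and 2.44-fold, while the chemokine Cxcl10 rose 3.02-fold. All 13 mitochondrially encoded genes fell (13 adjusted over the list alone, median -0.71, camera adjusted p = 1.2e-09), with adjusted p = 0.157 with an estimated correlation, and mt-Co1 fell 1.98-fold.

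Hepatocyte identity, acute phase, bile acid and TCA cycle lists were not called. In the hepatocyte identity list 4 fell and 1 rose of 25 (4 and 1 adjusted over the list alone, median -0.09, camera adjusted p = 0.0515). Hnf4a, a master regulator of the hepatocyte state, fell from 152 ± 2.30 to 80.1 ± 3.69 CPM (log2 -0.92, SE 0.14, adjusted p = 0.00124), and the gluconeogenic Pck1 fell from 4.04 ± 0.274 to 0.572 ± 0.311 CPM. The list passed, downward, with RLE scaling (adjusted p = 0.0326), library size only (0.0389), no filter (0.0152), a replicate block (0.0439), the 6 libraries alone (0.0157), values divided by 4 (0.0223) and fry (0.0149), and without Bobcat339 replicate 1 (0.0198) or 4OI replicate 1 (0.0228), 2 (0.0295) or 3 (0.0317), and ranged from 0.0149 to 0.325 over all alternatives. Acute phase genes had 1 member higher, Steap4 (2.08-fold), and 2 lower of 19 (1 and 1 adjusted over the list alone, camera adjusted p = 0.488), one of them the iron hormone Hamp (3.63-fold lower). Bile acid genes had 0 of 12 called (0 adjusted over the list alone, camera adjusted p = 0.497), and TCA cycle and itaconate genes 1 higher and 1 lower of 18 (1 and 1 adjusted over the list alone, camera adjusted p = 0.682). The signal transducer Stat3 rose 1.76-fold and the progenitor factor Sox9 2.26-fold.

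Markers of macrophages fell by more than any other fixed list. Of 14 macrophage genes 12 fell and 0 rose (12 and 1 adjusted over the list alone), with a median log2 fold change of -2.16 (camera adjusted p = 2.5e-54). C1qb and C1qc, partners of C1qa, fell 6.89-fold and 8.96-fold. Myeloid genes were also among those with the largest fall under the naming rule, such as the kinase Fgr (5.03 ± 0.453 to 0.388 ± 0.227 CPM) and Csf3r (1.44 ± 0.107 to 0.0934 ± 0.162 CPM). The eosinophil chemokine receptor Ccr3, at 0.398 ± 0.0331 CPM with DMSO, had no counts in any Bobcat339 library. Csf3r and Ccr3 met the minimum mean CPM of the rule only through the 4OI libraries, where Ccr3 was at 6.82 CPM. Among genes with few counts the rule thus favours those high with 4OI. Of 9 endothelial genes 5 fell and 0 rose (5 and 0 adjusted over the list alone, median -0.43, camera adjusted p = 0.00647), with adjusted p = 0.215 with an estimated correlation and 0.0548 with the 6 libraries alone. Kdr, a VEGF receptor, fell by 0.85 on the log2 scale, while Cdh5 of endothelial junctions, chosen after its values were seen, had a log2 fold change of 0.21 (adjusted p = 0.132). Of 7 lymphocyte and neutrophil genes 3 fell (3 adjusted over the list alone, median -1.58, or -1.19 with Ms4a1 at its limit, camera adjusted p = 0.0128), with adjusted p = 0.0713 with an estimated correlation. Stellate and fibroblast genes had 1 higher and 2 lower of 11 (1 and 2 adjusted over the list alone, camera adjusted p = 0.271).

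Genes of intestinal epithelium set libraries of the same group apart. Muc2, the colon mucin, was at 69.5, 61.5 and 72.5 CPM in the DMSO libraries and at 57.9 CPM in Bobcat339 replicate 1, but at 6.70 and 4.13 CPM in Bobcat339 replicates 2 and 3. In that library 66 genes stood at least 4-fold (with 0.5 CPM added) above both other Bobcat339 libraries, against 1 to 5 genes in each of the other 8 libraries, and 0 of the 66 were called against DMSO, higher or lower. They include Krt19 and Epcam of the progenitor and cholangiocyte list and Cyp2c55 of the xenobiotic list (these and Muc2 were named after their values were seen), at 16.1, 14.7 and 16.2 CPM in that library and from 1.57 to 2.10 CPM in the other 2. The progenitor and cholangiocyte list had 1 member higher and 2 lower of 15 (1 and 2 adjusted over the list alone), and its camera adjusted p of 0.130 became 1.1e-04, downward, without Bobcat339 replicate 1, 0.0484 with no filter and 0.0282 with fry. The xenobiotic list had 3 higher and 2 lower of 17 (3 and 2 adjusted over the list alone, camera adjusted p = 0.523), with Tiparp, a target of the aryl hydrocarbon receptor, 2.27-fold higher.

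**Figure D2:**
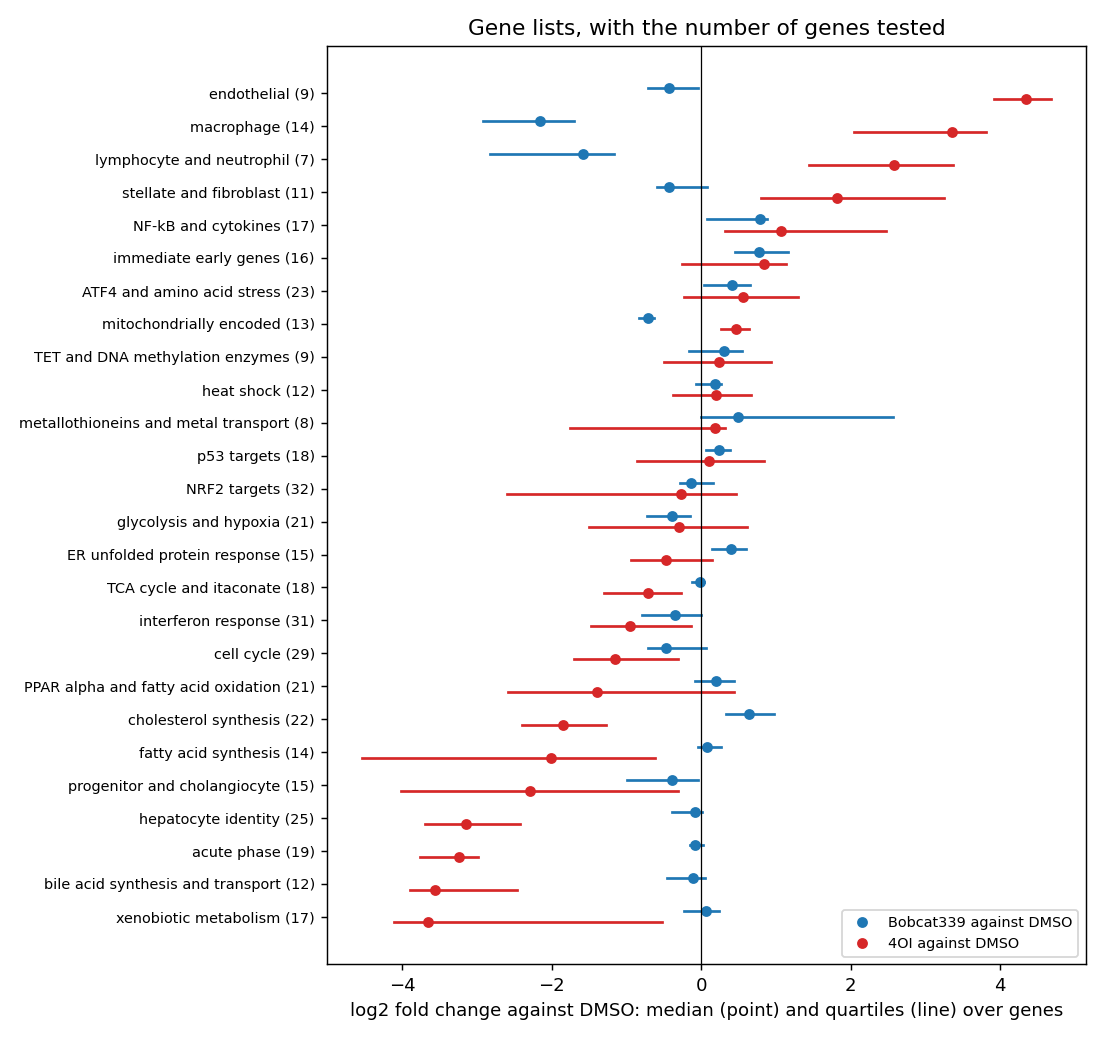
Median log2 fold change of each of the 26 gene lists fixed beforehand, for Bobcat339 and for 4OI against DMSO. The macrophage median is -2.16 with Bobcat339 and 3.35 with 4OI, and the cholesterol synthesis median is 0.65 and -1.85.

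The comparison of 4OI with DMSO asks what an itaconate ester changes in the same cells. Genes of the hepatocyte fell, with Alb 17.6-fold lower (24633 ± 116 to 1396 ± 72.0 CPM, n = 3) and Hnf4a 59.0-fold lower (152 ± 2.30 to 2.57 ± 0.738 CPM). Genes of endothelial cells and macrophages rose, with Cdh5 33.0-fold higher (37.8 ± 2.80 to 1247 ± 48.6 CPM) and the lysozyme gene Lyz2 10.2-fold higher (163 ± 2.60 to 1667 ± 101 CPM). The NRF2 targets Hmox1 and Akr1b8, an aldo-keto reductase, rose 28.6-fold and 55.9-fold, to 7015 ± 188 and 1070 ± 40.9 CPM. Acod1, the enzyme that makes itaconate and a gene known from macrophages, rose 14.3-fold from 6.26 ± 0.615 to 89.5 ± 3.12 CPM.

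Of 18379 genes tested by edgeR, 6121 were higher and 5590 lower with 4OI, or 63.7%, and 3854 and 3503 of them by at least 2-fold. The balance turned to 5764 higher and 5924 lower with RLE scaling and 5941 and 6056 with DESeq2. Shares of counts must add up, so a fall in abundant hepatocyte RNA and a rise in other RNA are not independent measurements.

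Lists of liver functions fell. In the hepatocyte identity list 22 fell and 1 rose of 25 (22 and 1 adjusted over the list alone, median -3.15, camera adjusted p = 5.7e-19), and of 19 acute phase genes 17 fell and 0 rose (17 and 0 adjusted over the list alone, median -3.24, camera adjusted p = 3.9e-27). The iron-binding Lcn2 fell 18.9-fold and the carrier protein Orm2 12.9-fold. All 12 bile acid genes fell (12 adjusted over the list alone, median -3.57, camera adjusted p = 2.6e-07), among them Cyp7b1, Cyp27a1 and Slc27a5 at 17.3-fold, 14.1-fold and 13.2-fold lower. Of 17 xenobiotic genes 13 fell and 3 rose (13 and 3 adjusted over the list alone, median -3.66, camera adjusted p = 1.9e-11), with the drug-metabolising Cyp2a5 and Cyp1a2 33.8-fold and 28.6-fold lower. Of 22 cholesterol genes 21 fell and 1 rose (21 and 1 adjusted over the list alone, median -1.85, camera adjusted p = 2.8e-13). Of 14 fatty acid synthesis genes 13 fell and 0 rose (13 and 0 adjusted over the list alone, median -2.01, camera adjusted p = 7.2e-13), with the desaturase Scd1 lower by 5.73 on the log2 scale. Among PPAR alpha and fatty acid oxidation genes 13 fell and 6 rose of 21 (13 and 6 adjusted over the list alone, median -1.40, camera adjusted p = 4.7e-04), with adjusted p = 0.0822 with an estimated correlation, and Cyp4a10, which hydroxylates fatty acids, fell 15.1-fold.

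Endothelial and macrophage genes rose. All 9 endothelial genes rose (9 adjusted over the list alone, median 4.35, camera adjusted p = 3.3e-20), among them Kdr (20.4-fold) and the scavenger receptor Stab2 (15.1-fold). All 14 macrophage genes rose (14 adjusted over the list alone, median 3.35, camera adjusted p = 4.7e-13), with the protease Ctss 18.6-fold higher and Cd5l at 44.5 ± 5.35 and 889 ± 29.9 CPM. Of 11 stellate and fibroblast genes 10 rose and 0 fell (10 and 0 adjusted over the list alone, median 1.81, camera adjusted p = 0.0162), with adjusted p = 0.0707 with an estimated correlation, and the matrix gene Dcn and the pericyte gene Rgs5 rose 27.1-fold and 17.0-fold. Of 7 lymphocyte and neutrophil genes 4 rose and 0 fell (4 and 0 adjusted over the list alone, median 2.57, camera adjusted p = 0.129, but 0.0279 with the 6 libraries alone, 0.0345 with values divided by 4 and 9.0e-08 with fry), among them Ptprc, which marks all leukocytes (8.16 ± 1.16 to 163 ± 15.4 CPM). Progenitor and cholangiocyte genes had 9 lower and 2 higher of 15 (9 and 2 adjusted over the list alone, median -2.29, or -1.22 with Lgr5 at its limit), with Sox9 18.2-fold lower. The camera adjusted p of this list, 0.0650, passed with no filter (0.0272), the 6 libraries alone (0.0363), values divided by 4 (0.0475) and fry (4.4e-05), and without DMSO replicate 1 (0.0485), DMSO replicate 2 (0.0452), Bobcat339 replicate 1 (0.0204), or 4OI replicate 1 (0.0421), 2 (0.0471) or 3 (0.0404). Of the 66 genes that set Bobcat339 replicate 1 apart, 57 were called lower with 4OI. In 4OI replicate 3, 19 genes stood at least 4-fold below both other 4OI libraries, against 1 to 5 in each of the other 8 libraries, among them Muc2, at 4.64, 5.37 and 0 CPM in 4OI replicates 1, 2 and 3.

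The NRF2 list did not move as a unit. Of 32 targets 10 rose and 16 fell (10 and 16 adjusted over the list alone, median -0.28, camera adjusted p = 0.00868), with adjusted p = 0.319 with an estimated correlation. Hmox1 and Akr1b8 rose, while the liver glutathione transferase Gsta1 fell 28.6-fold. The same libraries had a hepatocyte identity median of -3.15 and a macrophage median of 3.35. The split therefore need not show NRF2 activity within hepatocytes. Nfe2l2 rose 2.09-fold and Keap1 1.35-fold. In the TCA cycle and itaconate list 13 fell and 1 rose of 18 (13 and 1 adjusted over the list alone, median -0.71, camera adjusted p = 0.0162), with adjusted p = 0.113 with an estimated correlation. Its riser was Acod1, and the cytosolic aconitase Aco1 and the succinyl-CoA ligase subunit Suclg2 fell 2.83-fold and 3.70-fold.

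Of 17 NF-kB and cytokine genes 13 rose and 2 fell with 4OI (13 and 2 adjusted over the list alone, median 1.07, camera adjusted p = 4.7e-04), in the same libraries where the macrophage median was 3.35. Cxcl2, the interleukin antagonist Il1rn and the NF-kB inhibitor Nfkbia rose 10.5-fold, 5.77-fold and 5.55-fold, and Il6 was at 0.0446 ± 0.0772, 0.310 ± 0.130 and 3.66 ± 0.789 CPM in DMSO, Bobcat339 and 4OI libraries. Il11, a cytokine of the same family, rose from 0.407 ± 0.197 to 210 ± 3.95 CPM (adjusted p = 4.4e-09), and the receptor gene Il7r was at least 73.5-fold higher, with no counts in DMSO libraries. Interferon response genes had 19 lower and 5 higher of 31 (19 and 5 adjusted over the list alone, median -0.96, camera adjusted p = 0.0142), with adjusted p = 0.0550 with an estimated correlation, and Usp18, which restrains the interferon receptor, fell 11.3-fold. Cell cycle genes had 18 lower and 4 higher of 29 (18 and 4 adjusted over the list alone, median -1.16, camera adjusted p = 0.0210), with adjusted p = 0.0701 with an estimated correlation. Cyclin E1 (Ccne1) fell 14.4-fold, and Mki67 was at 3.66 ± 0.984 CPM with 4OI (adjusted p = 0.448). Stat3 had a log2 fold change of -0.21 (adjusted p = 0.0231) that did not pass with library size only (0.152), or without DMSO replicate 1 (0.0645), DMSO replicate 2 (0.0864), 4OI replicate 1 (0.0540) or 4OI replicate 2 (0.0869).

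The remaining lists were not called with 4OI. ATF4 and amino acid stress genes had 11 higher and 6 lower of 23 (11 and 6 adjusted over the list alone, camera adjusted p = 0.128), with the amino acid carrier Slc7a5 4.98-fold and Chac1 4.28-fold higher. Heat shock genes had 5 higher and 4 lower of 12 (6 and 4 adjusted over the list alone, camera adjusted p = 0.318), with Hspa1a 17.7-fold and Hspa1b 9.98-fold higher and Hspb1 7.78-fold lower. Immediate early genes had 10 higher and 4 lower of 16 (10 and 4 adjusted over the list alone, camera adjusted p = 0.152, and 0.0291 with no filter), and ER unfolded protein response genes 2 higher and 9 lower of 15 (2 and 9 adjusted over the list alone, camera adjusted p = 0.124, and 0.00811 with no filter), with the disulfide isomerase gene Pdia4 3.16-fold lower. Metal-handling genes had 3 higher and 3 lower of 8 (3 and 3 adjusted over the list alone, camera adjusted p = 0.489), with a median of 0.18 and a mean of -0.53, since the zinc importer Slc39a4 fell 12.1-fold while Slc30a1 rose 3.47-fold. Mt1, named here because of Bobcat339, was at 149 ± 3.99 CPM and Mt2 at 79.5 ± 9.65 CPM (adjusted p = 0.106 and 0.161 against DMSO). Glycolysis and hypoxia genes had 7 higher and 11 lower of 21 (7 and 11 adjusted over the list alone, camera adjusted p = 0.489), and p53 targets 8 higher and 9 lower of 18 (9 and 9 adjusted over the list alone, camera adjusted p = 0.980). Mitochondrially encoded genes had 7 higher and 3 lower of 13 (7 and 3 adjusted over the list alone, camera adjusted p = 0.622), with mt-Co1 1.81-fold higher and mt-Nd5 1.88-fold lower. TET and DNA methylation enzymes had 4 higher and 4 lower of 9 (4 and 4 adjusted over the list alone, camera adjusted p = 0.877), with Tet3 2.64-fold, Tet2 1.81-fold and Dnmt3a 1.90-fold higher and Uhrf1, which guides maintenance methylation, 6.26-fold lower. Nat10 rose 1.30-fold.

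Some genes had no counts in 1 group. The transferase gene Ggt5 and the growth factor gene Pdgfd were at least 25.3-fold and 18.3-fold higher with 4OI. The anion carrier gene Slc17a3, the acyltransferase gene Acnat1, Crym and Zyg11a were at least 28.3-fold, 25.2-fold, 21.9-fold and 31.6-fold lower.

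**Figure D3:**
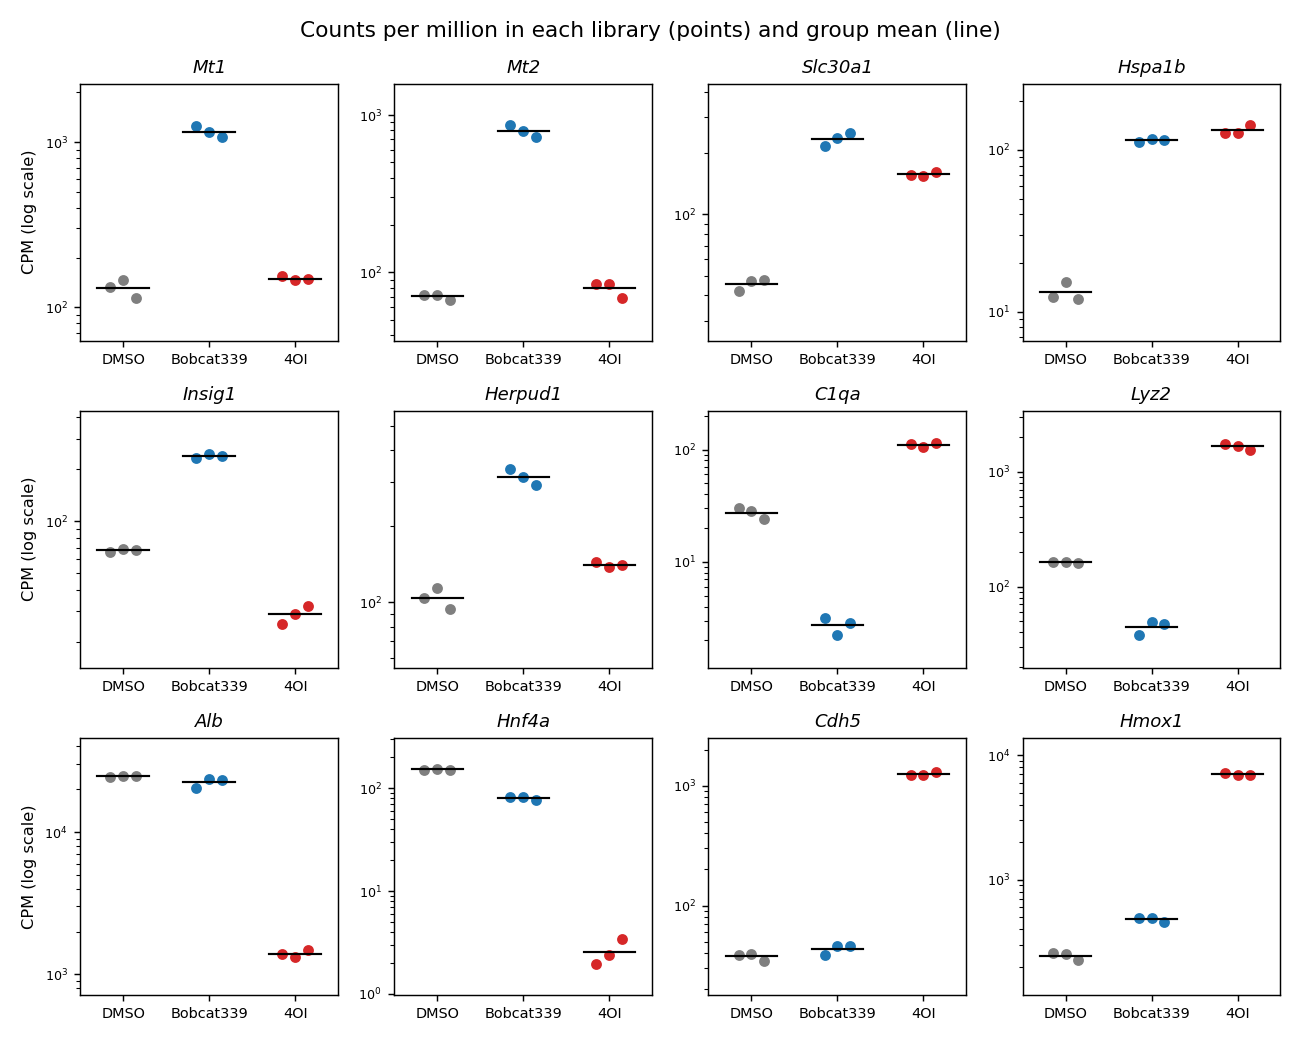
CPM of 12 genes in each of the 9 libraries (points, log axis), with the mean of each group as a line. Mt1 and Mt2 are highest in the 3 Bobcat339 libraries, Hmox1 and Cdh5 in the 3 4OI libraries, and C1qa and Lyz2 are lowest in the Bobcat339 libraries.

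The direct comparison of 4OI with Bobcat339 asks where the treatments differ, and its first genes were carried over from the comparisons with DMSO. Mt1 and Mt2 were lower with 4OI by 2.96 and 3.33 on the log2 scale, Insig1 by 3.04 and Herpud1 by 1.16. C1qa was higher by 5.33 on the log2 scale, at 111 ± 3.96 against 2.75 ± 0.483 CPM (n = 3). Slc30a1 was lower with 4OI by 0.58 on the log2 scale (157 ± 3.42 against 235 ± 16.8 CPM), although it rose against DMSO with both compounds. Hspa1a and Hspa1b had log2 differences of 0.19 (SE 0.13, adjusted p = 0.233) and 0.20 (SE 0.10, adjusted p = 0.0900).

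Of 18379 genes tested by edgeR, 5688 were higher and 5750 lower with 4OI than with Bobcat339, or 62.2%, and 3761 and 3301 of them by at least 2-fold. With library size only, the median of all genes moved by 0.12 on the log2 scale and the counts were 6275 and 5046. The chemokine receptor gene Ccr3 and Dnmt3l were at least 44.5-fold and 38.6-fold higher with 4OI, and Zyg11a and Cyp3a59 at least 43.2-fold and 19.0-fold lower.

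Liver lists were lower with 4OI than with Bobcat339. All 12 bile acid genes were lower (12 adjusted over the list alone, median -3.12, camera adjusted p = 1.2e-06), as were 22 of 25 hepatocyte identity genes (22 adjusted over the list alone, 3 higher, median -3.06, camera adjusted p = 2.0e-16) and 17 of 19 acute phase genes (17 adjusted over the list alone, 1 higher, median -3.29, camera adjusted p = 3.0e-25). Of 22 cholesterol genes 20 were lower (20 adjusted over the list alone, median -2.64, camera adjusted p = 8.7e-22), of 14 fatty acid synthesis genes 13 (13 adjusted over the list alone, median -2.38, camera adjusted p = 2.3e-13), and of 17 xenobiotic genes 12, with 1 higher (12 and 1 adjusted over the list alone, median -2.51, camera adjusted p = 1.4e-11). Of 21 PPAR alpha and fatty acid oxidation genes 16 were lower and 4 higher (16 and 4 adjusted over the list alone, median -1.32, camera adjusted p = 1.0e-05). Of 15 unfolded protein response genes 13 were lower and 1 higher (13 and 1 adjusted over the list alone, median -1.08, camera adjusted p = 0.00133), and of 8 metal-handling genes 7 were lower and 1 higher (7 and 1 adjusted over the list alone, median -2.04, camera adjusted p = 1.2e-04).

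Markers of other cells were higher with 4OI than with Bobcat339. All 14 macrophage genes were higher (14 adjusted over the list alone, median 5.51, camera adjusted p = 3.0e-25), all 9 endothelial genes (9 adjusted over the list alone, median 4.82, camera adjusted p = 2.0e-22) and all 11 stellate and fibroblast genes (11 adjusted over the list alone, median 1.92, camera adjusted p = 0.00547). The 3 lists kept their calls with an estimated correlation. Of 7 lymphocyte and neutrophil genes 5 were higher (5 adjusted over the list alone, median 4.98, or 4.63 with Ms4a1 at its limit, camera adjusted p = 0.0399), with adjusted p = 0.120 with an estimated correlation. That call was also lost with library size only (0.0563), a replicate block (0.0627), and without DMSO replicate 2 (0.0537), DMSO replicate 3 (0.0670), 4OI replicate 1 (0.0535) or 4OI replicate 3 (0.0517). Of 13 mitochondrially encoded genes 10 were higher (10 adjusted over the list alone, median 1.11, camera adjusted p = 0.0198), with adjusted p = 0.542 with an estimated correlation. NRF2 targets had 10 higher and 16 lower of 32 (10 and 17 adjusted over the list alone, camera adjusted p = 0.0233), with adjusted p = 0.380 with an estimated correlation and 0.0517 without 4OI replicate 3. TCA cycle and itaconate genes had 1 higher and 13 lower of 18 (1 and 13 adjusted over the list alone, camera adjusted p = 0.0257), with adjusted p = 0.144 with an estimated correlation, 0.0525 with the stricter filter and 0.0599 with values divided by 4. The other 10 lists were not called, with camera adjusted p from 0.104 for interferon response genes to 0.789 for ATF4 and amino acid stress genes. With no filter the interferon response (0.0133) and cell cycle (0.00727) lists passed.

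Camera called 10 lists upward and 7 downward with Bobcat339, 4 and 11 with 4OI, and 5 and 11 between the treatments. With an estimated correlation the calls were 6 and 3, 3 and 6, and 3 and 9.

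The responses to the compounds were set side by side gene by gene. Both compounds raised Hspa1a, Hspa1b, Slc30a1, Chac1 and Tet3 against DMSO, while C1qa and Insig1 fell with one and rose with the other. Of the called genes 1261 were higher with both (711 if the lists were independent) and 620 lower with both (507). A further 436 were higher with Bobcat339 and lower with 4OI (650 if independent), and 794 the reverse (555). Both comparisons use the same DMSO libraries, so the lists are not independent and the values in brackets are no chance level. Error in shared controls by itself adds calls in the same direction. Across genes, which are not independent replicates, the log2 fold changes correlated with r = 0.174, against 0.508 ± 0.0198 (SD, 40 draws) simulated for unchanged groups set against the same controls. Those draws hold no treatment effect, so their r comes from the error of the shared controls alone. Changes particular to 1 compound lower r, so the simulated r is no chance level for the observed one. The covariance of the log2 fold changes was 0.414, against 0.134 simulated, a difference of 0.280. Over the 13362 genes with at least 1 CPM it was 0.0865, against 0.0373 ± 0.00375 simulated, and r was 0.0665, against 0.507 simulated. Same-direction calls, 1881 in all, were 1132 without DMSO replicate 1, 1206 without DMSO replicate 2 and 1177 without Bobcat339 replicate 2, and r was 0.279, 0.277 and 0.293 without DMSO replicates 1, 2 and 3.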

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

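Apart from values divided by 4, the alternatives were fixed before the data were seen, and no named gene or list that was called reversed its direction under any of them. The balance of genes higher and lower with Bobcat339 turned, from 2136 and 1666 to 1708 and 2000 with RLE scaling and 2147 and 2616 with DESeq2, and with 4OI from 6121 and 5590 to 5764 and 5924 and to 5941 and 6056. Both scalings moved the log2 fold changes by a median of -0.064 with Bobcat339 and -0.070 with 4OI. Why DESeq2 called more genes in all was not tested. With at least 2-fold required as well, a stricter condition, 303 genes were higher and 549 lower with Bobcat339, 3854 and 3503 with 4OI, and 3761 and 3301 between the treatments. With a library left out, the genes higher with Bobcat339 ranged from 1380 to 2370 and those lower from 1046 to 1860. The same-direction calls shared by the compounds ranged from 1132 to 2187 and the correlation of their log2 fold changes from 0.118 to 0.293, and the cause was not tested beyond the smaller number of libraries. That correlation was 0.330 with no filter, 0.0683 with the stricter filter and 0.0938 with values divided by 4, alternatives that add or remove genes with few counts. With an estimated correlation between genes 9 lists were called with Bobcat339 and 9 with 4OI, a wider error by construction. Fry, which does not compare a list with other genes, called 24 lists with 4OI and 25 between the treatments. The replicate number as a block gave 2336 and 1744 genes with Bobcat339, 6143 and 5606 with 4OI, and 5672 and 5722 between them, with 17, 15 and 15 lists called. Whether the numbers pair the samples is not settled, and the titles of the 4OI libraries all carry the same hepatocyte number. Of 9 pairs of libraries sharing a number, 3 had a correlation of residuals over 0.1 (range -0.0919 to 0.278). Those 3, at 0.278, 0.188 and 0.168, lay above every other pair between groups (range -0.256 to 0.137). Only 1 library correlated best with its own number in both other groups. Of the genes named, called or not, 11 of 94 with Bobcat339, 1 of 101 with 4OI and 0 of 10 between the treatments lost a call under some alternative. The 2-fold minimum was left out of that count, and called genes with smaller changes, such as Tdg and Dnmt3a with Bobcat339, do not meet it. Of the 17, 15 and 16 lists called, 8, 6 and 4 lost their call, of which 6, 6 and 1 did so with an estimated correlation alone. At this depth a 1.5-fold change was recovered in 28% and 24% of simulated genes. The simulation changed a far smaller share of genes than the 20.7% and 63.7% called here, so its rates need not hold for these comparisons. Some smaller differences were called, such as Tdg with Bobcat339 (1.31-fold higher). With 4OI 15 of 27 proteasome genes were called at a list median of -0.30 on the log2 scale. How many such differences were missed was not tested.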

Other observations

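The tests of this part, and its lists other than acute phase, endothelial and hepatocyte identity, were chosen after the results were seen. In a list of EGFR ligands and TGF beta family genes 7 rose and 6 fell of 16 with 4OI (7 and 6 adjusted over the list alone, camera adjusted p = 0.142), and 3 rose and 3 fell with Bobcat339 (camera adjusted p = 0.414). The EGFR ligand gene Ereg went from 0.502 ± 0.0429 CPM with DMSO to 2.59 ± 0.931 with Bobcat339 and 101 ± 2.90 with 4OI (mean ± SD, n = 3). Inhba, which encodes activin A, rose 5.48-fold and 6.89-fold. Of 28 lysosome genes 22 rose and 1 fell with 4OI (24 and 1 adjusted over the list alone, camera adjusted p = 4.0e-06), with adjusted p = 0.0843 with an estimated correlation, in the same libraries where the macrophage median was 3.35 and the endothelial median 4.35. The cathepsins Ctsb and Ctsd rose 2.53-fold and 2.45-fold with 4OI. With Bobcat339 5 lysosome genes rose and 3 fell (camera adjusted p = 0.0117), with adjusted p = 0.482 with an estimated correlation. Of 11 glucocorticoid targets 6 rose and 3 fell with Bobcat339 (camera adjusted p = 0.116), the clock gene Per1 2.22-fold up, and 5 rose and 4 fell with 4OI (camera adjusted p = 0.794). Proteasome genes had 0 of 27 called with Bobcat339 (edgeR, camera adjusted p = 0.625), and 15 lower with 4OI (camera adjusted p = 0.133).

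The NRF2 list was split by function after its values were seen, so the counts of the parts do not test the split. With 4OI 8 of 16 antioxidant genes rose and 3 fell, and 2 of 16 liver detoxification genes rose and 13 fell. The hepatocyte identity median in those libraries was -3.15. Gclm, of glutathione synthesis, rose 3.37-fold, the quinone reductase Nqo1 rose from 33.0 ± 3.69 to 59.3 ± 3.61 CPM, and the transferase Gstm1 fell 7.74-fold. With Bobcat339 these lists had 4 higher and 3 lower and 2 higher and 5 lower. All 18 genes of epithelial keratins and junctions fell with 4OI (median -5.19, camera adjusted p = 1.2e-31), Cdh1 33.5-fold, and 6 fell with Bobcat339 (camera adjusted p = 0.0120), with adjusted p = 0.377 with an estimated correlation. Of 20 liver transcription factors 15 fell and 3 rose with 4OI (median -4.93, camera adjusted p = 1.4e-08), Foxa2 98.0-fold lower and Cebpa 1.65-fold higher, against 2 and 2 with Bobcat339 (camera adjusted p = 0.538). The 28 plasma protein genes all fell with 4OI (median -3.71), while 0 were called with Bobcat339 (edgeR, median -0.06, SD 0.07, camera adjusted p = 0.414). The 10 Kupffer cell markers fell with Bobcat339 by log2 values from -3.63 to -1.64 (median -2.59), an SD of 0.66 against a median SE of 0.15. All 10 are members of the fixed macrophage list of 14 genes (median -2.16), picked after its values were seen. They are therefore no second result.

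Hepatocyte genes were lower and markers of other cells higher with 4OI, as fewer surviving hepatocytes could bring about. A lower share of hepatocyte RNA as the whole cause would lower plasma protein genes alike, if the hepatocytes lost and left expressed them alike. Their log2 fold changes ran from -5.96 to -2.58, with an SD of 0.71 against a median SE of 0.11, a ratio of 6.26. Whether the hepatocytes lost and left were alike was not tested, so this spread argues only against a uniform loss. Scaling between libraries moves every list alike. It cannot make the gap of 7.50 on the log2 scale between the endothelial and hepatocyte identity medians (combined SD 1.85). These lists define the pattern, so the gap restates it, and how it divides into fall and rise depends on the scaling. A lower share of hepatocytes may still account for part of the pattern, or for all of it if the loss was uneven. Any rest may come from a change in gene activity within hepatocytes. No cell counts are given in the sources used here, and no label names a sort of the cells.

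Mt1 and Mt2 rose with Bobcat339, which acute-phase signalling or metal ions could each bring about. Acute-phase signalling is argued against by the acute phase list, with a median log2 fold change of -0.077 and 1 of 19 members higher. Metal ions reaching the cells with the compound stay open. The zinc exporter Slc30a1, another target of the metal sensor MTF1, rose by 2.37 on the log2 scale (SE 0.08). With 4OI it rose by 1.79 while Mt1 and Mt2 were not called. Hepatocyte genes fell in the 4OI libraries (hepatocyte identity median -3.15), so level Mt1 and Mt2 there need not mean no response within hepatocytes. Whether the rise of Slc30a1 marks the metallothionein response is therefore not settled. Metal was not measured, and a direct effect of TET inhibition on these genes stays open.

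Intestinal genes stood at the DMSO level in Bobcat339 replicate 1 and far lower in the other 5 treated libraries. In that library 66 genes lay at least 4-fold (with 0.5 CPM added) above both other Bobcat339 libraries, against at most 5 genes in another library. This count restates the pattern and so does not test an effect of Bobcat339 on these genes. It shows only that any such effect was not shared alike by the Bobcat339 libraries. RNA of colon epithelium in some libraries may be the source. Of 30 colon markers 18 were as far above in that library, and the 12 others were mixed. Cdx1, at 0.928 CPM there and 0.051 CPM in both other Bobcat339 libraries, missed the cut only through the added 0.5 CPM. Aqp8, at 132, 108 and 96.2 CPM in Bobcat339 replicates 1, 2 and 3, did not follow the pattern. The markers were listed after the pattern was seen, so their count decides nothing, and the source stays open. The 66 genes held 0.0822% of the counts of that library, 0.0885% to 0.104% in DMSO libraries and 0.00275% to 0.0115% in the other treated libraries. A DMSO library under a wrong label is argued against by the second component, where that library lay at 20.2 and the DMSO libraries at -32.2 or lower (SD 3.19). It lay nearer the other Bobcat339 libraries than DMSO at 73.0% of the 4112 genes called without it, against 2.87%, 4.30% and 31.6% for DMSO libraries held out likewise. That share did not meet 2 cuts tried before the second component was used, 90% and 3 SD above the highest held-out value.

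The 6 libraries of a comparison can be split 3 against 3 in 10 ways, too few for a share under 0.05, and in each case 1 split, the real one, gave as many calls. Every other split mixes both groups on each side, so the treatment difference widens the spread within a side and keeps gene calls few. Part of that difference also remains between the sides, so these counts do not measure chance. With Bobcat339 the real split called 3802 genes and the highest other 1, and for lists 17 and 10. With 4OI the values were 11711 and 1 genes and 15 and 14 lists, and between the treatments 11438 and 0 genes and 16 and 15 lists.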
